# Identification of Immediate Early Genes in the Nervous System of Snail *Helix lucorum*

**DOI:** 10.1523/ENEURO.0416-18.2019

**Published:** 2019-05-20

**Authors:** Chuan Xu, Qian Li, Olga Efimova, Xi Jiang, Marina Petrova, Alia K. Vinarskaya, Peter Kolosov, Nikolay Aseyev, Kira Koshkareva, Victor N. Ierusalimsky, Pavel M. Balaban, Philipp Khaitovich

**Keywords:** snail, immediate early genes, Helix lucorum, nervous system

## Abstract

Immediate early genes (IEGs) are useful markers of neuronal activation and essential components of neuronal response. While studies of gastropods have provided many insights into the basic learning and memory mechanisms, the genome-wide assessment of IEGs has been mainly restricted to vertebrates. In this study, we identified IEGs in the terrestrial snail *Helix lucorum*. In the absence of the genome, we conducted *de novo* transcriptome assembly using reads with short and intermediate lengths cumulatively covering more than 98 billion nucleotides. Based on this assembly, we identified 37 proteins corresponding to contigs differentially expressed (DE) in either the parietal ganglia (PaG) or two giant interneurons located within the PaG of the snail in response to the neuronal stimulation. These proteins included homologues of well-known mammalian IEGs, such as *c-jun/jund*, *C/EBP*, *c-fos/fosl2*, and *Egr1*, as well as homologues of genes not yet implicated in the neuronal response.

## Significance Statement

Gastropods, which include snails and slugs, are widely used in studies of basic neuronal activity mechanisms. The first step of the transcriptional response to neuronal stimulation requires the activation of immediate early genes (IEGs). The identification of IEGs is important for the understanding of neuronal response mechanisms and for the visualization of activated neurons. However, genome-wide studies of IEGs have thus far been mainly restricted to vertebrates. Furthermore, a study of activity-regulated genes (ARGs), a gene group that includes IEGs, conducted in fruit flies did not reveal a clear overlap with vertebrate IEGs. In this study we present a transcriptome-wide study of snail IEGs, which reveals multiple homologues of well-known mammalian IEGs, as well as a number of novel IEG candidates.

## Introduction

Immediate early genes (IEGs) are the composite group of genes rapidly and transiently upregulated in neuronal cells in response to stimulation. An induction of IEGs does not require *de novo* protein synthesis and commonly occurs within an hour after the stimulation event (Fowler et al., 2011). Stimulation experiments conducted in the presence of protein synthesis inhibitors revealed hundreds of mammalian IEGs, with most works conducted in mouse brain preparations (Thompson et al., 2010; Bojovic et al., 2015; Gerstner et al., 2016) and neuronal cultures (Kim et al., 2010; Saha et al., 2011; Spiegel et al., 2014). Although different types of stimulations induce different sets of IEGs, many genes were repeatedly found in most experiments (Dahmen et al., 1997; Bepari et al., 2012; Lacar et al., 2016). Many commonly induced IEGs, including the first identified one, *c-fos*, as well as *c-jun*, *C/EBP*, and *Egr1*, function as transcription factors triggering the expression of the secondary response genes (SRGs; West and Greenberg, 2011). As well as transcription factors, neuronal IEGs encode other functional proteins, such as cytoskeletal regulators (*Arc*), growth factors (*β*-activin), metabolic enzymes (*Dusp1*), and signal transduction proteins (*Homer*; Lanahan and Worley, 1998).

While mammalian and vertebrate IEGs are relatively well characterized, less is known about IEGs in invertebrate species. Whereas several studies have been performed exploring genes involved in the long-term memory in the *Caenorhabditis elegans* (Lakhina et al., 2015; Freytag et al., 2017) and *Aplysia kurodai* (Lee et al., 2008), the genome-wide systematic investigation focusing on IEGs in invertebrates to date has been restricted to fruit flies, with two studies characterizing neuronal activity-regulated genes (ARGs). Similar to IEGs, ARGs are defined as genes induced in neurons within approximately 1 h after the stimulation, but without *de novo* protein synthesis inhibition. The first study using microarrays to assess the transcriptome alterations in heads of mutant flies after the seizure induction identified 122 genes showing rapid expression changes. These genes included fly homologs of known mammalian IEGs, such as *c-fos*, *c-jun*, *C/EBP*, and *Egr* (Guan et al., 2005). The second study used transcriptome sequencing (RNA-Seq) to look for ARGs in the fly brain and various neuron types after the activation by three stimulation protocols (Chen et al., 2016). Although the study identified known insect IEGs of *hr38* and *sr* induced in the fly brain by the three stimulation protocols, there was no detectable activation of many mammalian IEGs’ homologues, including *c-fos* and *c-jun*. Instead, largely independent sets of genes, ∼100 each, were induced by each stimulation procedure.

While no genome-wide screens for neuronal IEGs were conducted in other invertebrate species, previous studies identified a number of individual genes. Specifically, the analysis of IEGs in a sea slug *Aplysia californica*, an organism widely used in the studies of memory mechanisms, identified homologues of mammalian IEGs *c-jun*, *C/EBP*, *CREB1*, and *Egr* (Alberini et al., 1994; Sung et al., 2006; Bonnick et al., 2012; Cyriac et al., 2013). In addition, studies conducted in the terrestrial slug *Limax valentianus* identified homologues of mammalian IEGs *C/EBP* and *KLF* (Fukunaga et al., 2006). Similarly, homologues of mammalian IEGs *C/EBP*, *CREB1*, and *CREB2* were identified in the extensively studied pond snail *Lymnaea stagnalis* (Sadamoto et al., 2004, 2010; Hatakeyama et al., 2006).

Here, we conducted a broad search for neuronal IEGs in another model invertebrate species, the terrestrial snail *Helix lucorum*. The nervous system of this organism containing five pairs of neuronal ganglia and one unpaired visceral ganglion has been used in electrophysiological studies for >35 years, yielding insights into basic learning and memory mechanisms (Balaban, 1980, 2002; Balaban et al., 2015). However, the absence of the genome sequence has limited molecular studies of the neuronal response mechanisms. To overcome this limitation, we conducted the *de novo* assembly of the snail neuronal transcriptome using >943 million reads cumulatively covering >98 billion nucleotides. The following analysis yielded 37 putative snail IEGs, including homologues of well-characterized mammalian ones: *c-jun/jund*, *C/EBP*, *c-fos/fosl2*, *Egr1*, *Ier5l*, *Socs2*, and *Dusp10*.

## Materials and Methods

### Sample preparations and RNA-Seq

We conducted experiments using adult *H. lucorum taurica L.* specimens weighing 30–35 g. The snails were kept in a wet environment and fed their usual diet of pieces of lettuce. The experimental procedures were in compliance with the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health and the protocol was approved by the Ethical Committee of the Institute of Higher Nervous Activity and Neurophysiology RAS. Before the experiment, the snails were kept in the active state for at least two weeks. Details of the preparation and identification of neurons are given elsewhere (Malyshev and Balaban, 2002). Briefly, animals were cooled to 4°C and injected with isotonic MgCl_2_ before the CNS isolation to minimize pain. The central ganglia complex was surgically isolated from anesthetized snails, pinned to a silicone-elastomer (Sylgard)-coated dish, and kept in high-Ca^2+^, high-Mg^2+^ Ringer saline (80 mМ NaCl, 4 mМ KCl, 28 mМ СаСl_2_, 25 mМ MgCl_2_, and 10 mМ Trisma; pH 7.6) to suppress electrical activity of the nervous system. Such treatment blocks electrical activity in the CNS and neuromuscular connections (Balaban and Chase, 1989), thereby minimizing the dissection effect on IEGs’ expression in our experiments. The central ganglia complex was stripped of connective tissue sheath using a ﬁne forceps and scissors, ensuring the integrity of the thin layer adherent to the neurons, kept at 4°C for 24 (±1) h to further minimize any possible effect of dissection on IEGs’ expression, and then kept at room temperature for 1 h. Part of CNS which was used as a self-control was cut out, transferred to the dry-ice cooled plastic tube, and frozen at –80°C. The remaining part was washed with 50 ml of normal Ringer saline (80 mМ NaCl, 4 mМ KCl, 8 mМ СаСl_2_, 5 mМ MgCl_2_, and 10 mМ Trisma; pH 7.6) containing 20 µM anisomycin, and kept in this solution for 10 min, then was washed with 50 ml of normal Ringer saline containing 20 µM anisomycin, 100 µM caffeine and 5 µM 5-HT, and kept in this solution for 20–25 min. Part of activated CNS symmetrical to the control part was cut out, transferred to the dry-ice cooled plastic tube, and frozen at –80°C.

In the first experiment, we isolated the entire parieto-visceral complex. Self-control sets included three left parietal (+adhered visceral) ganglia and three right parietal ganglia (PaG). Activated CNS sets included three right PaG and three left parietal (+adhered visceral) ganglia, respectively. In the second experiment, a small medial part of the PaG mainly containing bodies of the two giant premotor interneurons Pa2 and Pa3 were surgically dissected. Self-control sets included similarly dissected parts of symmetrical ganglia with two left parietal Pa2+Pa3 neurons and four right Pa2+Pa3 neurons. Activated CNS sets included two right parietal Pa2+Pa3 neurons and four left parietal Pa2+Pa3 neurons, respectively (Table 1).

**Table 1.** Sample information for *H. lucorum*

Sample ID	Experiment	Hemisphere	Condition	Individual
Sample1	E1	Right	Control	1
Sample2	E1	Left	Activated	1
Sample3	E1	Right	Control	2
Sample4	E1	Left	Activated	2
Sample5	E1	Right	Control	3
Sample6	E1	Left	Activated	3
Sample7	E1	Left	Control	4
Sample8	E1	Right	Activated	4
Sample9	E1	Left	Control	5
Sample10	E1	Right	Activated	5
Sample11	E1	Left	Control	6
Sample12	E1	Right	Activated	6
Sample13	E2	Right	Activated	7
Sample14	E2	Right	Control	8
Sample15	E2	Left	Activated	8
Sample16	E2	Left	Control	9
Sample17	E2	Right	Activated	9
Sample18	E2	Right	Control	10
Sample19	E2	Left	Activated	10
Sample20	E2	Right	Control	11
Sample21	E2	Left	Activated	11
Sample22	E2	Left	Control	12
Sample23	E2	Right	Control	13
Sample24	E2	Left	Activated	13

For RNA-Seq, we prepared cellular RNA from samples using the guanidine thiocyanate method (Chomczynski and Sacchi, 1987). A total of 24 RNA samples were analyzed using Agilent 2100 Bioanalyzer to confirm the RNA isolation purity and absence of RNA degradation. The peak of 28S rRNA is invisible in some species of snails because their 28S rRNA consists of two separate pieces held together by ribosome proteins, and after purification each half of 28S rRNA has the same length as 18S rRNA, so 28S peak merges with 18S peak. We therefore checked only the 18S peak integrity to estimate the total RNA quality.

A total of 500 ng RNA of each sample was depleted with rRNA Removal Mix (Ribo-Zero Human/Mouse/Rat) kit. cDNA preparations from RNA samples were performed using TruSeq Stranded Total RNA Sample Preparation kit (Illumina) following the supplier’s instruction. Briefly, RNAs were fragmented to 120–200 bp with a median size of 150 bp and reverse transcribed using random hexamers and SuperScript II Reverse Transcriptase. Single stranded cDNAs were converted to double stranded cDNAs. End repair protocol and subsequent adenine nucleoside addition to 5’-end of DNA were made for ligation of barcoded adapters. The quality of each prepared cDNA library was evaluated using Qubit 2.0 Fluorometer (with Qubit dsDNA HS Assay kit) and Agilent 2100 Bioanalyzer (Agilent High Sensitivity DNA kit). The amount of short cDNA fragments in our samples with length of 25–160 bp did not exceed 10%. Sequencing was performed using the HiSeq Illumina platform (Table 2). One load contained 10–12 pooled libraries tagged with different barcodes.

**Table 2.** Read information and mapping summary of the 24 samples

Sample ID	Read length (nt)	Total reads	Mapped reads	Mapped rate (%)
Sample1	100	47132146	28173764	59.78
Sample2	100	10237649	6171779	60.29
Sample3	100	8472972	5174050	61.07
Sample4	100	32281924	19199711	59.48
Sample5	100	11572132	7005917	60.54
Sample6	100	40469603	24695241	61.02
Sample7	100	40876298	24490556	59.91
Sample8	100	19487663	11845560	60.78
Sample9	100	4677121	2798683	59.84
Sample10	100	16178231	9788917	60.51
Sample11	100	4742934	2913221	61.42
Sample12	100	6208915	3810534	61.37
Sample13	100	12194698	7185438	58.92
Sample14	100	15605531	9151020	58.64
Sample15	100	10636031	5895842	55.43
Sample16	100	11168095	6623440	59.31
Sample17	100	1181972	754320	63.82
Sample18	100	26521969	16231015	61.2
Sample19	100	25234534	15249538	60.43
Sample20	100	11450444	6902634	60.28
Sample21	100	38410752	22487496	58.54
Sample22	100	11772575	7275845	61.8
Sample23	100	36248990	21424916	59.1
Sample24	100	17470225	10952305	62.69

### Transcriptome assembly

The transcriptome was assembled from the dataset mentioned above, as well as two additional RNA-Seq datasets measured in *H. lucorum* (Table 3), by SOAPdenovo-Trans (version 1.04; Xie et al., 2014) using the recommended parameters, after the adapter sequence removal by cutadapt (version 1.11; Martin, 2011).

**Table 3.** Read pair information of additional samples

Sample ID	Total read pairs	Read length (nt)
SampleO1	31378888	101
SampleO2	31246438	101
SampleO3	26933069	101
SampleO4	28013479	101
SampleK1	13543270	101
SampleK2	24181331	101
SampleK3	28520249	101
SampleK4	45234073	101
SampleS1	4594007	251
SampleS2	2917579	251
SampleS3	5189873	251

### Assessment of transcriptome assembly quality

The quality of the overall snail neuronal transcriptome assembly was assessed by Transrate (version 1.0.3; Smith-Unna et al., 2016), including N30/50/70 (the contig size at which 30/50/70% of bases are contained in contigs with greater sizes), GC content (percentage of nitrogenous bases), ORF percentage, and reciprocal best BLAST matches between the assembly and proteins of *A. californica* (California sea slug; Knudsen et al., 2006).

### Quantification of contig expression levels

Raw reads from the 24 snail samples were mapped to the transcriptome assembly using bowtie (version 1.0.0) with the specifically chosen parameters by RSEM (version 1.2.18; Li and Dewey, 2011). We took advantage of the effective handling of ambiguously-mapping reads and the absence of reference genome implemented in RSEM to locate the expression abundance (raw count) at the contig level. In each experiment, only contigs with total counts across all 12 samples >10 were determined as expressed and used in the following analyses. Considering the intrinsically comparable character among samples, we normalized the abundance data using trimmed mean of M-values normalization method (TMM) provided by the Bioconductor package “edgeR” in R (Robinson et al., 2010). Moreover, for proper comparisons among genes, reads per kilobase per million mapped reads (RPKM) was subsequently obtained for each contig in each sample in consideration of the contig’s effective length.

### Global pattern exploration

We performed multidimensional scaling (MDS) analyses to explore the global patterns of the snail samples in both experiments on the basis of sample dissimilarities defined as one minus Spearman’s rank correlation coefficient between pairwise samples based on expressed contigs using the “cmdscale” function in R.

### Differential expression analysis

Differentially expressed (DE) contigs between activated and control samples in each experiment were identified using the Bioconductor package edgeR in R (Robinson et al., 2010). DE contigs were determined by the criteria of false discovery rate (FDR) <0.05 and fold change > 2. The significance of overlap of DE contigs between the two experiments was assessed by a hypergeometric test using the “phyper” function in R, with all expressed contigs in the first or second experiment as the statistical background.

### Contig annotation

We resolved the homologous proteins of expressed contigs by the sequence search using BLASTX (version 2.2.24). Proteomes of five species were used as the search database: *A. californica* (Knudsen et al., 2006), *Biomphalaria glabrata* (VectorBase, version 1.2), *C. elegans* (Ensembl, release 77), *Drosophila melanogaster* (Ensembl, release 77), and *Takifugu rubripes* (Ensembl, release 77). Alignments with e-values below 1e-5 were selected as valid. If one contig was aligned to multiple proteins, we considered only the best alignment.

To define the consistent annotation across the five species, we performed BLASTP (version 2.2.24) between proteomes of pairwise species. The top five alignments with e-values below 1e-5 were considered as homologous. One contig was considered to be consistently annotated across species when the aligned protein in one species (e.g., the sea slug) and each of the aligned proteins in the other species (e.g., the remaining four species) were homologous based on the above criterion.

For each protein, we determined the direction of its change between activated and control samples by considering the expression changes of all the contigs mapped to the protein (both DE and non-DE contigs) in two experiments or one experiment. Specifically, for each protein, we calculated the percentage of contigs which were upregulated/downregulated in both experiments (E1 and E2) or in either experiment (E1 or E2) after activation out of all its mapped contigs. Under both experiments or one experiment, we next considered proteins with either upregulated or downregulated contigs’ percentage no <80% (i.e., no <80% of its mapped contigs showed consistent direction of expression change). The percentage of such proteins was then calculated and the significance of this percentage was estimated by randomly sampling 1000 times the same number of expressed contigs to be mapped to the protein, with other procedures being constant.

### Design of *in situ* probe

The probe, which uniquely targeted the contig homologous to mammalian *fos* family IEGs *c-fos* and *fosl2* and fruit fly IEG *kayak* (*c-fos/fosl2* probe), was designed in an intron-spanned manner for the purpose of hybridizing only the transcript instead of the DNA. To find the junction site of the corresponding contig, we aligned the contig to the gene sequence of *c-Fos* in mice by BLASTN in Ensembl. With the aid of the gene structure and alignment visualization implemented in Ensembl, we chose the subset of sequence around the junction site from the contig as the probe (Table 4). Along with this criterion, a compromise was reached in consideration of the probe’s length (∼50 nt), GC content (40–50%) for an appropriate hybridization.

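The c-fos/fosl2 probe listed in Table 4, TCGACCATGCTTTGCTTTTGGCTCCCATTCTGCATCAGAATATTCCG, is 47 nt long and has a GC content of 46.8%. Its contig, 1398029, had between 12 and 1414 expected counts in the activated and control libraries of E1 and between 71 and 4831 in those of E2.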

**Table 4.** Information of the *c-fos/fosl2* probe used for *in situ* hybridization

Contig ID	Sequence of the probe	Length	GC content
1398029	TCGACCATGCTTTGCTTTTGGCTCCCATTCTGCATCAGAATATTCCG	47	46.81%

### Electrophysiological experiment

Sample preparations were the same as the preparations before RNA-Seq. The CNS was treated with proteinase Type XIV for 2 min, followed by washing using Ringer saline (80 mМ NaCl, 4 mМ KCl, 7 mМ СаСl_2_, 5 mМ MgCl_2_, and 10 mМ Trisma; pH 7.8). We recorded intracellularly the activity of the readily identifiable giant premotor neurons located in both PaG involved in triggering withdrawal (RPa2, RPa3, LPa2, LPa3). Microelectrodes were filled with 2 М potassium acetate and had the conductance 10–30 MOhm. Nerve stimulations were performed via the polyethylene suction electrodes. The experimental protocol included the nerve stimulation with 10-stimulus trains (10 Hz) once per 30 s, the intensity of stimulation chosen to cause the appearance of several action potentials in the giant premotor neurons at the beginning of the training. The total time of stimulation was 2 h. Intracellular signals were recorded with preamplifiers (Axoclamp 2B, Molecular Devices), digitized and stored on a computer (Digidata 1400 A A/D converter and Axoscope 10.0 software, both from Molecular Devices).

### Nerve backfills

To detect the population of neurons projecting to the stimulated nerve and to compare it with the population of neurons expressing genes of interest (here *c-fos*/*fosl2*), we performed the retrograde labeling of the neurons in the CNS. The cut end of the nerve was sucked into a pipette filled with 10% neurobiotin in 0.1 M KCl. The end of the nerve was left in place for 12–24 h at 18–22°C. The time of backfill was chosen experimentally. The ganglia were fixed with 4% paraformaldehyde in 0.1 M phosphate buffer for 2 h. The brains were processed with the Vectastain ABC kit.

### *In situ* hybridization

For *in situ* hybridization, the CNS was processed as whole-mounts. The experimental procedure was described earlier (Balaban et al., 2001). Differently, as the short probe to the RNA of interest was used, we slightly modified the protocol. That is, the pre-hybridization was conducted at 50°C, and the hybridization itself was conducted at 37°C, with other procedure details being constant.

### RT-qPCR

Five snails were used for RT-qPCR, with the sample preparation conducted as described above in Sample preparations and RNA-Seq. RNA was extracted from snail’s CNS with PureLink RNA Mini kit (Ambion) according to manufacturer’s recommendations. One RNA extraction failed for the stimulated part of the snail CNS. The quality of purified RNA was examined with Nanodrop spectrophotometer and 1 μg of RNA was taken for DNase I (Thermo Scientific) treatment conducted according to the manufacturer’s recommendations. DNA-free RNA was subsequently transcribed into cDNA for RT-qPCR procedure using Maxima First Strand cDNA Synthesis kit (Thermo Scientific). Quantitative PCR was performed using QuantStudio 3 Real-Time PCR System (Applied Biosystems) in triplicates for each sample. The protocol used SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) according to manufacturer’s recommendations. Primer sequences used for *c-fos* and *β-actin* are provided in Table 5. The relative gene expression was calculated using 2^-ΔΔCt^ method (Livak and Schmittgen, 2001). The relative expression levels of *c-fos* mRNA were normalized by the geometric mean of *β-actin* mRNA expression.

**Table 5.** Primer sequences for RT-qPCR

Gene	Primer direction	Sequence	Product length
c-*fos*	Forward	5′-TTACACCCCCA TTCATCCGC-3′	138
	Reverse	5′-AATACGTCCCC AGCGAACTG-3′	
β-Actin	Forward	5′-AGTGCTTGCCT TGTATGCCT-3′	185
	Reverse	5′-AACTTAAGCCC CTTCCTGCC-3′	

### Training and unilateral stimulation

Training experiments were performed on adult *H. lucorum* weighing 25–30 g. Animals were housed in large plastic boxes with increased humidity and fed with cabbage ad libitum. The animals were food deprived for 3 d before experiments. A total of 36 snails were involved in a food-aversion experiment. 12 of them were trained by the association of the novel food (carrot, conditioned stimulus, CS) with a bitter taste (10% quinine hydrochloride solution, unconditioned stimulus, US). Three CS-US paired stimulations were applied to the 12 snails with 10-min intertrial interval. Another 12 out of the 36 snails were used in the unpaired training, with three carrot and three quinine presentations applied in a random order. The remaining 12 snails were used as controls. For each experimental group, five snails were randomly selected and subjected to immunohistochemistry (IHC) analyses 2 h later from the start of the training (Zangenehpour and Chaudhuri, 2002; Barry and Commins, 2017). The remaining seven snails were subjected to behavioral test 24 h later to assess the long-term memory formation.

To reveal the immediate gene activation, 2 h after the stimulus presentation trained, unpaired trained, and control snails (*n* = 5 in each experimental group) were anesthetized; control snails were anesthetized immediately after the removal from their home boxes. CNS was quickly removed and frozen in liquid nitrogen vapors for IHC analyses. The remaining snails (*n* = 7 in each experimental group) were used to assess the reaction time latency 24 h after the training. The cabbage was used as a differentiation stimulus (DS). Three CS and three DS were presented to each snail with 10-min intertrial intervals.

To prepare semi-intact preparations for unilateral stimulation experiments, five snails were anesthetized in ice-cold water for 30–40 min followed by the injection of 100- to 150-mg MgCl_2_ in 1-ml physiologic saline for mollusks. Quinine solution (10%, 600 μl) was applied unilaterally to the chemoreceptive snail lip area and triggered ipsilateral contractions of the skin and mantle bolster. After 2 h from the stimulation, CNS was extracted and frozen in liquid nitrogen vapors for the following IHC.

### IHC

For the multiple immunofluorescence reaction, 20-μm serial sections were prepared from snail CNS on freezing microtome Leica CM1950 by the freeze–thaw method. Sections were fixed in fresh ice-cold 4% PFA solution for 7 min and washed in 0.01 M PBS (1× PBS; pH 7.4) three times for 5 min. Then sections were incubated in permeabilization buffer [5% Triton X-100, 5% DMSO and 5% normal horse serum (NHS) in 1× PBS] for 1 h at room temperature and washed. The reaction with primary antibodies (Table 6) was performed in the blocking buffer (1% Triton X-100, 5% DMSO, 5% NHS, 0.01% NaN_3_ in 1× PBS) overnight at 4°C followed by the washing. For the first experimental series, mouse anti-c-Fos antibodies (sc-8047, Santa-Cruz) were used. In the second series, to confirm the results, we used mouse anti-c-Fos antibodies (sc-166940, Santa-Cruz; Table 6). Then sections were incubated in biotinylated horse anti-mouse immunoglobulin IgG (BA-2000, VectorLabs; Table 6) in the blocking buffer for 2 h at room temperature and washed. After that sections were stained with streptavidin conjugated to Alexa Fluor 568 (S-11226, Invitrogen; Table 6) in the blocking buffer for 2 h at room temperature and washed. For double IHC, mouse anti-c-Fos (sc-166940, Santa-Cruz), rabbit anti-serotonin (S5545, Sigma), and corresponding biotinylated horse anti-mouse followed by streptavidin conjugated to Alexa Fluor 568 and donkey anti-rabbit Alexa Fluor 488 (A-21206, Invitrogen) were used (Table 6). After autofluorescence reduction in 1% Sudan black in 70% ethanol for 20 min followed by washing in 1× PBS, sections were mounted in FluoroMount aqueous mounting medium (Sigma) with fluorescent nuclear counterstain DAPI, coverslipped and sealed with nail polish. No signal was seen in negative control sections processed with primary antibody omission.

**Table 6.** Antibodies/dyes used in the IHC

Antibodies	Made in	Dilution	Conjugate	Source	RRID
c-Fos antibody	Mouse	1:250		Santa Cruz sc-8047	AB_627253
				Santa Cruz sc-166940	AB_10609634
Anti-serotonin	Rabbit	1:1000		Sigma-Aldrich S5545	AB_477522
Anti-mouse	Horse	1:500	Biotinylated	Vector Labs BA-2000	AB_2313581
Anti-rabbit	Donkey	1:500	Alexa Fluor 488	Invitrogen A-21206	AB_2535792
Streptavidin		1:500	Alexa Fluor 568	Invitrogen S-11226	AB_2315774
DAPI		1:500		Invitrogen D1306	AB_2629482

Images were obtained by Olympus FluoView 10i confocal laser scanning microscope with UPLSAPO 60×/1.20 W objective and Zeiss LSM800 AiryScan system with LD Plan-Neofluar 40×/0.6 objective. The image analysis was performed in Imaris (Bitplane) and ImageJ (NIH) software. Fluorescence intensities were measured in the outlined nuclei of identified neurons on three sections from each neuron and were further averaged for each snail. Statistical difference was determined using Mann–Whitney test.

### Data and code accessibility

The RNA-Seq data and the assembled snail neuronal transcriptome were deposited in the Gene Expression Omnibus (GEO) under the accession number GSE123558. The code is available as Extended Data Code 1.

10.1523/ENEURO.0416-18.2019.ed1 Extended Data Code 1 The script includes major procedures we used to perform the analyses. It is executed in Shell or R environment. Specifically, this script performed transcriptome assembly, quality examination of the assembled transcriptome, expression level quantification and normalization. Post-quantification analytical steps were also contained in the script, including global pattern exploration by MDS, differential expression analysis, and contig annotation. Download Extended Data 1, TXT file.

## Results

### Snail transcriptome assembly

We searched for IEGs in the terrestrial snail *H. lucorum* by comparing the transcriptome composition between the activated and control sections of the nervous system. In the first experiment (E1), we stimulated one half of the PaG network of six snails using serotonin (5-HT) in the presence of the protein synthesis inhibitor anisomycin, with the other half of the PaG network serving as a control (Fig. 1). In the second experiment (E2), we stimulated in the presence of anisomycin a medial part of the PaG containing mostly two giant premotor interneurons (Pa2/3) surgically dissected from the PaG network of the other six snails, and used the dissected Pa2/3 interneurons from the non-stimulated side of the network as a control. This resulted in a total of 12 activated and 12 control samples, dissected from 13 snails (Table 1).

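For E1, 12 RNA-Seq libraries were analyzed, 6 from activated and 6 from control sides of the PaG of snails 1 to 6, so that each snail gave 1 library of each group. In both groups, 3 libraries came from the left side and 3 from the right side. By the methods, the left parts carried the adhered visceral ganglion, whereas the legend of Fig. 1 states that this ganglion was not used. The activated side was kept in saline with 20 µM anisomycin for 10 min and then in saline with caffeine (100 µM) and 5-HT (5 µM) besides anisomycin for 20 to 25 min. The control side was frozen before any drug was added, so the comparison of activated with control samples covers the stimulation, the anisomycin, and the change of saline together. The authors mapped the reads of each library to their assembly of 693041 contigs with bowtie and deposited the expected counts per contig from RSEM, without normalization or filtering. The total count per library ranged from 4704660 to 30474228 in the activated samples (median 13490317) and from 3513906 to 35225724 in the control samples (median 7563370). The counts were rounded to whole numbers, contigs with a total count above 10 over the 12 libraries were kept, and the libraries were scaled with edgeR's TMM method.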

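For E2, 12 libraries came from the medial part of the PaG with the Pa2/3 interneurons of snails 7 to 13. Both libraries were made from each of 5 snails, snail 7 gave only an activated library, and snail 12 gave only a control library (Table 1). The activated group held 4 left and 2 right parts, and the control group held 2 left and 4 right parts. Drugs and durations were those of E1, and the counts were made and handled in the same way. The total count per library ranged from 926483 to 29646674 in the activated samples (median 11584469.5) and from 8551169 to 28246558 in the control samples (median 10482980). The smallest total was that of the activated library of snail 9. E1 and E2 used different snails and were tested separately.

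**Figure D1:**
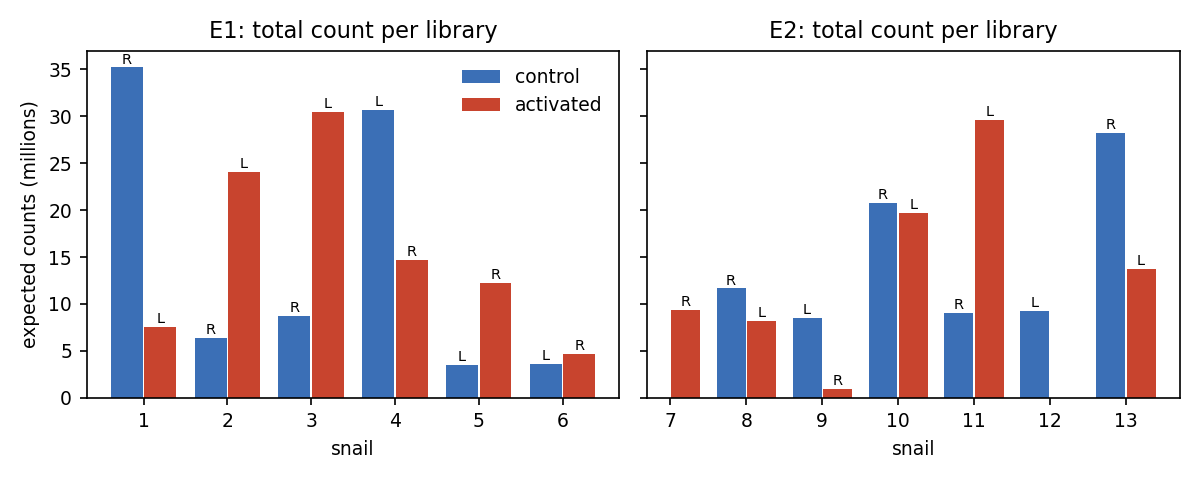
Total expected count of each library by snail, in E1 (left panel) and E2 (right panel), with control libraries in blue and activated libraries in red; R and L mark the side of the PaG. Totals ranged from 926483 in the activated library of snail 9 to 35225724 in the control library of snail 1.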

**Figure 1.**
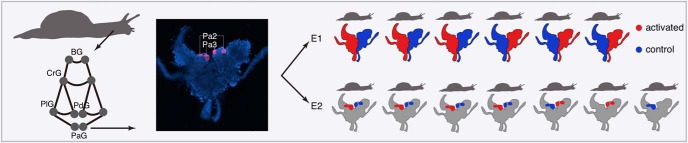
Experimental design. Left, Silhouette of the snail *H. lucorum* and the schematic representation of its nervous system showing the five pairs of ganglia: buccal ganglia (BG), cerebral ganglia (CrG), pedal ganglia (PdG), pleural ganglia (PlG), and PaG. The visceral ganglion was not used in experiments and was not shown. Middle, Fluorescence microscopy image of the PaG (blue) with two giant interneurons used in E2 (Pa2/3) shown in pink. Right, Schematic representation of two stimulation experiments conducted using the left or right PaG (E1) or a surgically dissected medial part of the PaG containing the Pa2/3 interneurons (E2). Extended data Figures 1-1, 1-2 showed the quality of the assembled snail neuronal transcriptome and the snail sample distribution based on the RNA-Seq measurements, respectively.

We measured the poly A+ transcriptome of activated and control samples using RNA-Seq yielding a total of 460,233,404 reads with the read length of 100 nucleotides (nt; Table 2). Further, we generated 229,050,797 transcriptome read pairs with the read length of 101 nt and 12,701,459 transcriptome read pairs with the read length of 251 nt from *H. lucorum* neurons in additional experiments (Table 3). As the genome sequence of the snail *H. lucorum* or any other closely related invertebrate species was not yet deciphered, we conducted the *de novo* assembly of the neuronal transcriptome of the snail using all obtained reads.

The *de novo* transcriptome assembly yielded 693,041 contigs, far more than the anticipated transcript number, indicating the presence of alignment gaps. Nonetheless, the assessment criteria indicated reasonable assembly quality: N50 representing the minimal size of the contigs covering half of the assembled transcriptome sequence equaled 865 bp, the median GC content equaled 41%, and the median open reading frame (ORF) percentage equaled 71% (Extended Data Fig. 1-1).

10.1523/ENEURO.0416-18.2019.f1-1 Extended Data Figure 1-1 Assessment of snails’ transcriptome assembly. Curves represented empirical cumulative distributions of lengths, GC contents, and ORF percentages of all contigs in the transcriptome assembly. Note contigs longer than 2-k bp were not shown in the length distribution to avoid an elongated tail for visualization. Q1, Q2, and Q3: first, second, and third quartiles, respectively. Download Extended Data 1, TIF file.

To test the reliability of our assembly, we conducted conditional reciprocal best BLAST (CRBB) between the snail assembly and the annotated proteome of another gastropod, the California sea slug *A. californica* (Knudsen et al., 2006). Almost half (49%) of the slug proteins could be reciprocally matched with the assembled snail transcripts, despite >450 million years of evolution separating these two species.

### Detection of DE contigs

To quantify gene expression at the contig level, we mapped RNA-Seq reads from each sample to the transcriptome assembly. 

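The expected counts of a library summed to between 74.1% and 79.2% of its reads in Table 2 (mean 76.4%, SD 1.6, n = 24 libraries). The paper's mapped reads in Table 2 average 60.3% of the reads (SD 1.62, n = 24), and the summed counts were 1.23 to 1.39 times the paper's mapped reads. All values reported for E1 and E2 use the summed counts of the files as the depth. The contig with the most counts took between 3.76% and 7.19% of a library.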

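Of the 693041 contigs, 387774 (56.0%) in E1 and 317414 (45.8%) in E2 had a total rounded count above 10 over the 12 libraries, the threshold given in the methods. A total of at least 10, as the authors' script has it, kept 404678 contigs (58.4%) in E1 and 332423 contigs (48.0%) in E2. With the threshold of the methods, 294392 contigs were expressed in both experiments and 410796 in at least 1 of them. A stricter filter of at least 1 CPM (count scaled to a common library size) in at least 6 of the 12 libraries kept 77934 contigs in E1 and 57529 in E2.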

On average, 60% of reads were mapped to the assembled transcripts (Table 2), resulting in 404,678 (58%) contigs classified as expressed in E1 and 332,423 (48%) contigs in E2. The MDS analysis based on the expression of these contigs revealed the absence of outliers and clustering of samples according to individuals (Extended Data Fig. 1-2).

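The distance between libraries, 1 minus Spearman's correlation over expressed contigs, was smaller within snails than between them. In E1, it averaged 0.282 between the control and the activated library of a snail and 0.417 between control and activated libraries of different snails (one-sided exact permutation test over the 720 pairings of 6 snails, p = 0.00139, the smallest that these pairings can give). The nearest library was the other library of the same snail for 12 of 12 libraries. In E2, the averages over the 5 snails with both libraries were 0.336 and 0.468 (one-sided exact permutation test over 120 pairings, p = 0.00833, the smallest that these pairings can give), and the nearest library came from the same snail for 9 of 10 libraries. The activated library of snail 9, the smallest of all, had a median distance of 0.560 to the other E2 libraries, whereas the other activated libraries had between 0.410 and 0.457.

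**Figure D2:**
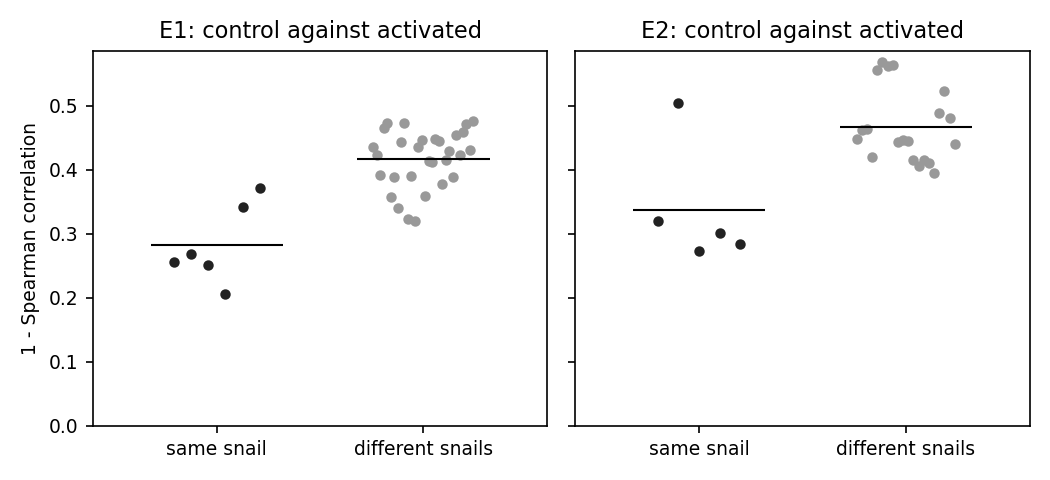
Distance (1 minus Spearman's correlation) between control and activated libraries, each point being 1 pair of libraries, for pairs from the same snail (black) and from different snails (gray) in E1 (left) and E2 (right, the 5 snails with both libraries). Horizontal lines are means, 0.282 against 0.417 in E1 and 0.336 against 0.468 in E2.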

10.1523/ENEURO.0416-18.2019.f1-2 Extended Data Figure 1-2 Overall patterns of snail samples. ***A***, ***B***, Global patterns across snail samples revealed by MDS analyses based on the expressed contigs in E1 (***A***) and E2 (***B***). Different shapes of dots indicated different individuals in each experiment. Colors showed the two groups: red, activated group; blue, control group. Download Figure 2, TIF file.

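Activated and control samples were compared in each experiment with edgeR's exact test, which takes no block for the snail, at a BH-adjusted p below 0.05 and a fold change above 2. The test called 334 of 387774 contigs in E1 and 112 of 317414 contigs in E2, and 9879 and 10367 contigs had an unadjusted p below 0.05. The choice of test moved these numbers most. The quasi-likelihood test of edgeR without a block called 0 contigs in E1 and 2 in E2 (11438 and 13004 contigs with an unadjusted p below 0.05), and with the snail as a block it called 459 in E1 and 0 in E2 (13828 and 13802 contigs with an unadjusted p below 0.05), whereas DESeq2 called 532 and 239. Of the 334 contigs called in E1 by the exact test, 202 were also called with the block. On simulated counts without differences between snails, 47.2% of the contigs that the exact test called with the E1 design and 45.2% with the E2 design had not been changed. These shares depend on the 200 contigs changed in the simulation, so they are not the shares of false calls among the 334 and 112. Other splits of the real libraries that part every pair gave a median of 9 calls in E1 and 9 in E2. The largest, left against right, gave 577 and 781. The counts also depended on single libraries. In E1, 141 contigs were called without the control library of snail 1, 180 without the control library of snail 3, 519 without the control library of snail 2, and 674 without the activated library of snail 4. In E2, 52 contigs were called without the control library of snail 8, 53 without that of snail 9, 64 without that of snail 13, 72 without the activated library of snail 11, and 192 without the activated library of snail 9.

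**Figure D3:**
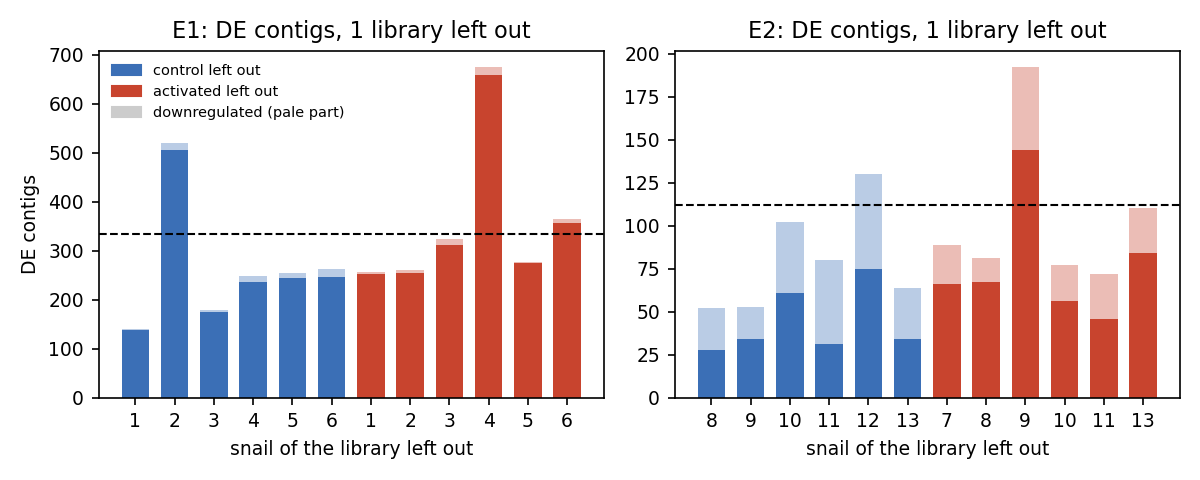
Number of DE contigs when the library on the horizontal axis was left out, in E1 (left) and E2 (right). Blue bars leave out a control and red bars an activated library, the pale upper part of each bar counts downregulated contigs, and the dashed line is the number with all 12 libraries (334 in E1 and 112 in E2); the bars range from 141 to 674 in E1 and from 52 to 192 in E2.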

The statistical analysis identified 350 contigs DE between control and activated samples in E1 and 98 contigs in E2 [exact test, Benjamini and Hochberg (BH) FDR-corrected *p* < 0.05; fold change > 2]. Of them, 26 contigs were DE in both experiments. 

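The lists of the 334 and 112 contigs had 33 contigs in common, and 413 contigs were called in at least 1 experiment. Among the 33, contigs 2018105 and 1197616 had the smallest adjusted p when the larger of the values in E1 and E2 was taken for each contig, and the files pair neither with a gene name. Contig 2018105 rose from 0.700 ± 0.746 to 11.1 ± 5.45 CPM in E1 (mean ± SD, n = 6 libraries per group; log2 fold change 3.89, edgeR's exact test, adjusted p = 0.00051) and was higher in the activated library in 6 of 6 snails. In E2 it rose from 1.5 ± 0.804 to 17 ± 3.11 (log2 fold change 3.52, adjusted p = 1.38e-06 from the same exact test), in 5 of 5 snails with both libraries. Contig 1197616 rose from 0.402 ± 0.130 to 5.56 ± 3.48 CPM in E1 (log2 fold change 3.78, adjusted p = 0.000225, exact test) and from 1.21 ± 0.706 to 8.56 ± 2.04 in E2 (log2 fold change 2.86, adjusted p = 0.00101, exact test), again in 6 of 6 and 5 of 5 snails. With the snail as a block in edgeR's quasi-likelihood test, both stayed below an adjusted p of 0.05 in E1 (0.039 and 0.0201) and neither did in E2 (0.105 and 0.15). The lists of that test had 0 contigs in common. By the exact test, the number of shared contigs fell to 14 without the E2 control library of snail 8 or 9, to 15 without that of snail 11, to 16 without the E2 activated library of snail 7, to 19 without the E2 control library of snail 13 or the E2 activated library of snail 10, and to 20 without the E2 activated library of snail 11 or the E1 control library of snail 1.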

All 26 were upregulated after the neuronal activity stimulation, an observation not expected by chance (hypergeometric test, *p* < 0.0001). 

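By chance, 0.0911 shared contigs would be expected among the 410796 contigs expressed in E1 or E2 (one-sided exact hypergeometric test, p = 5.07e-75). Among the 294392 contigs expressed in both experiments, 328 were called in E1 and 111 in E2, with 0.124 shared contigs expected (the same exact test, p = 1.11e-70). Several contigs can come from 1 transcript and are then not independent, so both p-values describe the overlap of contigs and not of genes. All 33 shared contigs had positive log2 fold changes in both experiments.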

Overall, 95% of DE contigs in E1 and 70% of DE contigs in E2 were upregulated after the neuronal activity stimulation, consistent with the known IEGs’ response mechanism (Fig. 2*A*). Furthermore, the direction of expression difference was in good agreement between the experiments: 83% of the 422 DE contigs representing the union of the two experiments were upregulated and 7% downregulated in both experiments after the neuronal activation (χ^2^ test, *p* < 0.0001; Fig. 2*A*,*B*).

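In E1, 327 of the 334 called contigs were upregulated (97.9%, exact Clopper-Pearson 95% interval 95.7 to 99.2) and 7 were downregulated. In E2, 76 of 112 were upregulated (67.9%, 58.4 to 76.4) and 36 were downregulated. Leaving out the control library of snail 11 lowered the share in E2 to 38.8%, and leaving out the activated library of snail 8 raised it to 82.7%. The median log2 fold change of the upregulated contigs was 2.83 in E1 and 3.30 in E2. With the 17 contigs in E1 and 7 in E2 that had no count in any control library set to a floor of 3 counts over the control group, these medians were 2.82 and 3.30. Of the upregulated contigs, 303 of 327 in E1 were higher in the activated library of all 6 snails, and 61 of 76 in E2 in all 5 snails with both libraries. Of the downregulated contigs, 31 of 36 in E2 were lower in all 5 snails, whereas 0 of 7 in E1 were lower in all 6, and all 7 had no count in any activated E1 library. The downregulated contig with the smallest p in E1, contig 1612142, had 36 counts over the control libraries and 0 over the activated libraries, which is at least 13.2-fold lower against a floor of 3 counts over the activated group (edgeR's exact test, adjusted p = 0.0178). It was lower in 5 of 6 snails, with no count in either library of snail 2, and lost significance in 8 of the 12 fits that left out 1 library, with an adjusted p of up to 0.121. Contig 1271931, with the smallest p among those downregulated in E2, fell from 5.51 ± 2.13 to 0.334 ± 0.256 CPM (mean ± SD, n = 6 per group; log2 fold change -3.83, adjusted p = 2.53e-06, exact test) and was lower in 5 of 5 snails. With the snail as a block in the quasi-likelihood test, its adjusted p was 0.105.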

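Of the 413 contigs in the union, 346 were higher after activation in both experiments (83.8%, exact Clopper-Pearson 95% interval 79.9 to 87.2) and 29 were lower in both (7.02%, 4.75 to 9.93). Another 17 were higher in E1 and lower in E2, 14 were lower in E1 and higher in E2, and 7 were expressed in only 1 experiment. The paper's statement that the direction of the change was alike in the experiments rests on the shares up or down in both and on a χ2 test. The signs in E1 and E2 were associated over the contigs expressed in both (Fisher's exact test, two-sided, p = 4.03e-22, odds ratio 41.2), with the limit that contigs are not independent replicates. The contigs upregulated in E1 had a median log2 fold change of 1.52 in E2, and those upregulated in E2 had a median of 2.77 in E1. For the contigs downregulated in E2, the median in E1 was -0.52. As a value per library, the mean log2 CPM (with 0.5 added) was taken over the 322 contigs upregulated in E1 and expressed in both experiments. In E2, whose libraries had no part in choosing these contigs, it was 1.21 ± 0.653 in the control and 2.45 ± 0.542 in the activated libraries (mean ± SD, n = 6 each; two-sided exact permutation test over the 924 groupings of 12 libraries, p = 0.0108). The activated library was above the control library in 5 of 5 snails, by 0.73 to 2.26 (two-sided exact sign-flip permutation test, p = 0.0625, the smallest that 5 pairs allow).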

**Figure 2:**
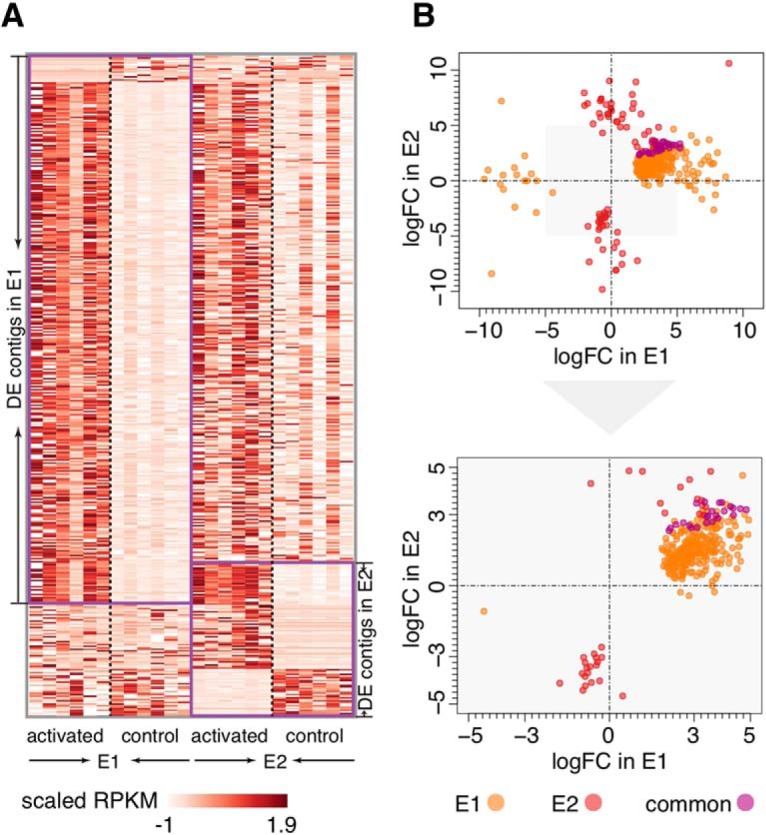
Differential expression after the neuronal stimulation. ***A***, Heat map showing expression levels as standard-normalized RPKM values of 422 DE contigs classified as DE in at least one of the two experiments. Purple boundaries indicate contigs showing significant expression differences in each experiment. ***B***, up, Scatter plot showing the amplitude and the direction of expression differences of the 422 DE contigs in E1 and E2 as log2-transformed fold changes (logFC). The colors indicate significant expression differences in one or both experiments. Down, Zoomed in area of the upper plot shaded in gray.

### Annotation of expressed contigs

We then annotated all expressed contigs by translating their nucleotide sequences into the amino acid sequences in all six possible frames and aligning them to the protein sequences from five species: bloodfluck planorb (*B. glabrata*, Bg), California sea slug (*A. californica*, Ac), roundworm (*C. elegans*, Ce), fruit fly (*D. melanogaster*, Dm), and tiger puffer (*T. rubripes*, Tr; Fig. 3*A*).

**Figure 3.**
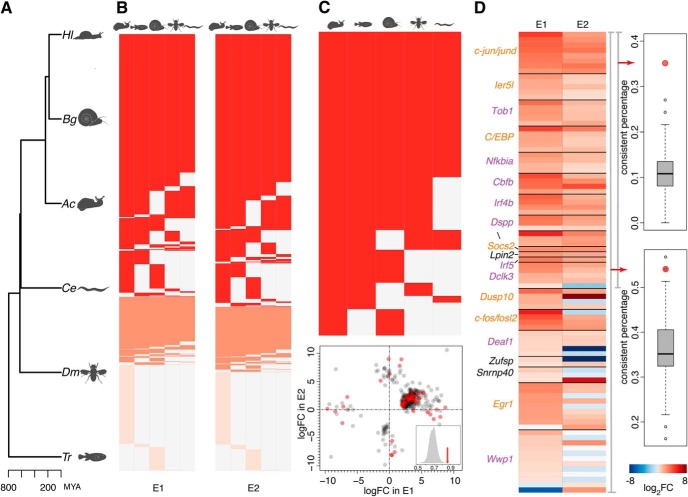
Annotation of expressed contigs. ***A***, Phylogenetic tree showing the relationship between the snail *H. lucorum* (Hl) and the five species used in the contig annotation: *B. glabrata* (Bg), *A. californica* (Ac), *C. elegans* (Ce), *D. melanogaster* (Dm), and *T. rubripes* (Tr). MYA, million years ago. ***B***, Snail contigs annotated and expressed in E1 (left) and E2 (right). The colors indicate contigs mapped to one species (light red); contigs mapped to multiple species, but inconsistently annotated among them (coral); and contigs mapped to multiple species and consistently annotated among them (red). ***C***, up, 46 DE contigs consistently mapped to 37 proteins in multiple species. Down, Scatter plot showing the amplitude and the direction of expression differences of 422 DE contigs in E1 and E2 (the same as in Fig. 2*B*) with the 46 DE contigs shown in red. The inset shows the percentage of upregulated non-DE contigs mapped to the 37 proteins (red arrow) and the percentage expected by chance (gray distribution). ***D***, left, Heat map showing the log2-transformed fold changes between activated and control samples in E1 and E2. The fold changes are shown for all contigs mapped to the 20 proteins, independent of the significance of the difference. Colors of protein names indicate known IEGs (orange) and stimulus response and immune response genes (purple). Right, Percentage of proteins showing a consistent difference direction based on no <80% of all mapped contigs in both experiments (upper) or within one experiment (lower). The red dots show the observed percentage and gray boxplots show the distributions of percentages expected by chance. Extended data Figure 3-1 showed the expression regulation of all the 37 consistently annotated proteins.

10.1523/ENEURO.0416-18.2019.f3-1 Extended Data Figure 3-1 Expression regulation of 37 consistently annotated proteins. Heat map showing the log2-transformed fold changes between activated and control samples in E1 and E2 for all contigs corresponding to the 37 consistently annotated proteins derived from the annotation of DE contigs. Protein names colored in red indicated the 20 proteins with more than 80% of their contigs showing upregulation in activated samples. Download Figure 3-1, TIF file.

Out of all expressed contigs in E1 and E2, 49,695 (12.3%) and 44,958 (13.5%) were, respectively, mapped to a total of 12,711 and 12,104 protein sequences in at least one species (Fig. 3*B*). Of them, 76% and 77% were mapped in multiple species, yielding the consistent annotation in 79% and 81% of the cases (Fig. 3*B*). On average, each consistently annotated protein was represented by three contigs in each of the two experiments.

Among DE contigs, 46 were consistently mapped in multiple species to 37 proteins (Fig. 3*C*). Further, 138 contigs not classified as DE were mapped to these 37 proteins. Despite failing to pass the stringent significance cutoff, 86% of these 138 contigs were upregulated in activated samples in at least one experiment, an observation consistent with the expression behavior of DE contigs, and not expected by chance (permutations, *p* < 0.001; Fig. 3*C*). Accordingly, for 20 of the 37 proteins, >80% of its all mapped contigs, including both DE and non-DE contigs, showed consistent upregulation in activated samples (permutations, *p* < 0.004; Fig. 3*D*; Extended Data Fig. 3-1).

Notably, these 20 proteins contained snail homologs of seven previously characterized mammalian IEGs: *c-jun/jund*, *C/EBP*, *c-fos/fosl2*, *Egr1*, *Ier5l*, *Socs2*, and *Dusp10* (Fig. 3*D*). 

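Of the contigs behind these proteins, the paper's tables name 1, contig 1398029 (Table 4), which is homologous to c-fos/fosl2, and the contigs of the other homologs were not analysed here. In E1, contig 1398029 rose from 6.18 ± 5.31 CPM in the control samples (range 1.56 to 14.8) to 61.5 ± 27.4 in the activated samples (42.5 to 116; mean ± SD, n = 6 per group). Its log2 fold change was 3.30 (edgeR's exact test, adjusted p = 0.00051), and between 3.09 and 3.78 with each library left out in turn, with an adjusted p of at most 0.00381. It was higher in the activated library in 6 of 6 snails, by 3.49 ± 1.47 on the log2 scale (two-sided exact sign-flip permutation test, p = 0.03125, the smallest that 6 pairs allow). With edgeR's quasi-likelihood test without a block, its adjusted p was 0.0743. In E2, contig 1398029 rose from 35.6 ± 29.1 (7.98 to 78.7) to 147 ± 56.3 CPM (93.1 to 239; n = 6 per group), with a log2 fold change of 2.04 that did not pass the threshold (exact test, p = 0.000795, adjusted p = 0.392). All 5 snails with both libraries had more in the activated library, by 2.65 ± 1.10 on the log2 scale (exact sign-flip permutation test, p = 0.0625, the smallest that 5 pairs allow). The fold changes in E1 and E2 were not shown to differ (E1 minus E2 on the log2 scale 1.30, edgeR's quasi-likelihood test of the interaction, unadjusted p = 0.076, adjusted p = 1).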

Among the remaining 13 proteins, nine fell within well-defined Gene Ontology (GO) terms: “response to stimulus” and “immune system process” (Fig. 3*D*).

### *In vivo* assessment of identified IEGs

To characterize the spatial expression of putative snail IEGs detected in our study, we conducted *in situ* hybridization experiments in snails’ pedal ganglia (PdG), pleuro-viscero-PaG complex (Par), and cerebral ganglia (CrG) using the customized probe targeting the snail transcript homologues to mammalian *fos* family IEGs *c-fos* and *fosl2* and fruit fly IEG *kayak* (*c-fos/fosl2* probe; Table 4).

The global neuronal activation of the circumphageal ganglia complex (cerebral, pleural, parietal, pedal and visceral ganglia) by 5 µM 5-HT bath application produced widespread hybridization signals of the *c-fos/fosl2* probe within neurons compared to non-stimulated controls in all ganglia (Fig. 4*A*), which was further confirmed by the increased *c-fos* expression in activated parts of PaG measured using quantitative PCR (RT-qPCR; Fig. 4*B*; Table 7). The selective stimulation via the anal nerve elicited clear and specific hybridization patterns with the *c-fos/fosl2* probe in the ganglia (Fig. 4*C*). Comparisons of neurons projecting to the anal nerve identified by the neurobiotin backfill with *c-fos/fosl2* hybridization patterns further showed the accurate identification of these neurons by the probe in the PdG and Par, and revealed additional neurons possibly representing the secondary activation response. These results show the potential of identified IEGs to reveal gene activation patterns in the snail nervous system.

**Figure 4.**
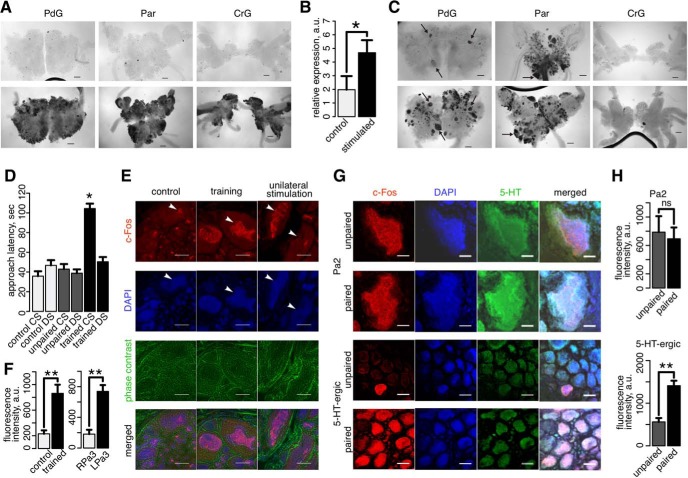
Expression of the snail *c-Fos* homolog. ***A***, The *in situ* hybridization pattern of the *c-fos/fosl2* probe in three parts of the snail nervous system, PdG, Par, and CrG after the stimulation by the bath application of 5-HT for 2 h (lower panel) and in the non-stimulated controls (upper panel). ***B***, Expression of *c-fos* (mean ± SEM) in non-stimulated control parts of PaG (control, *n* = 5) and 5-HT activated parts of PaG (stimulated, *n* = 4) measured by RT-qPCR. The asterisk (*) indicates the significance of one-sided Mann–Whitney test, *p* < 0.05. ***C***, Localization of neurons projecting to the anal nerve revealed by the backfill with neurobiotin (upper panel), and the *in situ* hybridization pattern of the *c-fos/fosl2* probe after the stimulation of the anal nerve (lower panel). Arrows mark activated neurons projecting to the anal nerve revealed by the backfill. Scale bar = 200 μm. ***D***, The approach latency of snails (in seconds) from control, CS-US unpaired, and CS-US paired training groups (*n* = 7) for different stimuli: CS (carrot), DS (cabbage). The asterisk indicates the significance of the difference in CS stimulus effect between the CS-US paired group and all the other conditions (Mann–Whitney test, Bonferroni corrected *p* < 0.05). ***E***, IHC images showing the fluorescent staining by the mouse monoclonal antibodies against conserved amino acid regions within human c-Fos protein (red); the general nuclear marker DAPI (blue); the phase contrast microscopy image (green); and a merged image. The images show sections of the PaG network taken from control snails (control), from snails subjected to the behavioral training using taste aversion (CS-US paired, training), and from the unilaterally stimulated semi-intact snail CNS preparations (unilateral stimulation). The arrowheads indicate the location of the giant Pa2 interneuron in control and training experiments. In the unilateral stimulation experiment, the arrowheads show Pa3 interneurons from the stimulated (left) and non-stimulated (right) sides of the PaG network. Scale bar = 50 μm. ***F***, Fluorescence intensity (mean ± SEM) measured in the outlined nuclei of Pa2 neurons from control snails (*n* = 5) and trained snails (CS-US paired training, *n* = 5; left), as well as from right non-stimulated (RPa3) and left stimulated (LPa3) Pa3 neurons in the unilateral stimulation experiment (*n* = 5; right). The asterisk (**) indicates the significance of one-sided Mann–Whitney test, *p* < 0.005. ***G***, IHC images showing the fluorescent staining by the mouse monoclonal antibodies against conserved amino acid regions within human c-Fos protein (red); the general nuclear marker DAPI (blue); anti-serotonin antibody (5-HT, green); and a merged image. The images show sections containing Pa2 neurons of PaG (upper two panels) and serotoninergic (5-HT-ergic) neurons of PdG (lower two panels) taken from snails subjected to CS-US paired behavioral training (paired) and CS-US unpaired presentations (unpaired). Scale bar = 20 μm. ***H***, Fluorescence intensity (mean ± SEM) measured in the outlined nuclei of Pa2 neurons from snails trained using paired stimuli (CS-US paired training, *n* = 5) and snails trained using unpaired stimuli (*n* = 5; upper panel), as well as in serotoninergic neurons from PdG of snails trained using paired and unpaired stimuli (*n* = 5, lower panel). The symbols indicate the significance of one-sided Mann–Whitney test, **p < 0.005; ns, non-significant.

**Table 7.** Expression of c-Fos measured using RT-qPCR and IHC

RT-qPCR for 5-HT activation experiment (Fig. 4*B*)		Behavioral test for control, unpaired trained and paired trained snails using CS or DS (approach time latency in seconds; Fig. 4*D*)					
Control	Stimulated	Control CS	Control DS	Unpaired CS	Unpaired DS	Trained CS	Trained DS
5.53	2.99	23.3	60.7	36.7	42	112.7	45.3
2.73	6.5	58.7	57.7	57.7	33.7	112.7	54
1.11	NA	45.3	41.3	41.3	28.7	83	31.3
0.24	3.21	26	64.3	49.3	51.7	109	38.7
0.25	6.03	36.7	34	16.7	39	90.7	60.7
		37.3	40.3	44.7	25.3	120	56.3
		23.3	28.7	54	51	102.7	66.7
Fluorescence intensity of c-Fos in Pa2 2 h after training (Fig. 4*F*)		Fluorescence intensity of c-Fos in Pa3 after unilateral stimulation (Fig. 4*F*)		Fluorescence intensity of c-Fos in Pa2 2 h after training (Fig. 4*H*)		Fluorescence intensity of c-Fos in serotoninergic neurons 2 h after training (Fig. 4*H*)	
Control	Trained	Stimulated	Control	Unpaired	Paired	Unpaired	Paired
283.3	819.7	735.7	284.7	603.3	1274.7	355.7	1789
332.7	1223	976	38.7	1449.3	536.3	766.3	1344
71.3	470.3	637	310	1181.7	736	459	1511
131.7	698.3	498.3	214.3	347.7	582.7	788.3	1329.7
328.7	1100.3	844.7	58.7	352.7	339.3	436.3	1082

To further assess the expression of c-Fos protein homolog in snails, we conducted IHC experiments in the PaG containing the two giant premotor interneurons (Pa2/3) and PdG using the mouse monoclonal antibody against amino acids of c-Fos of human origin (Table 6). The IHC showed increased c-Fos expression in the Pa2/3 nuclei after the *in vivo* behavioral training using taste aversion paradigm (Fig. 4*D*–*F*), and after the unilateral stimulation of the lip by quinine in the semi-intact snail CNS preparation (Fig. 4*E*,*F*). The activation of c-Fos in Pa2 neurons after the behavioral training was not directly linked to associative learning (Fig. 4*G*,*H*), consistent with studies conducted in mice and other vertebrates (Herdegen and Leah, 1998; Kovacs, 1998; Kaczmarek et al., 1999; Burnham et al., 2010; Lopez et al., 2018; Fredericksen et al., 2019; Möser et al., 2019). Intriguingly, a group of serotoninergic neurons located in PdG showed greater c-Fos upregulation after paired CS and US presentation compared to unpaired ones (Fig. 4*G*,*H*). This suggests possible roles of these neurons in the formation of learning and memory in snails.

## Discussion

Gastropods, including the sea slug *A. californica*, the terrestrial slug *L. valentianus*, the pond snail *L. stagnalis*, and the terrestrial snail *H. lucorum* are widely used in studies of nervous system organization and function due to their simpler organization and the presence of large neurons and axons, facilitating electrophysiological readings (Clarac and Pearlstein, 2007). These studies produced fundamental insights into the basic mechanisms of learning and memory formation. The potential of these model systems was not fully used, however, due to insufficient knowledge of the molecular mechanisms accompanying the neuronal activation.

In the absence of the genome sequence or its close homologues, the *de novo* transcriptome assembly represents a useful approach to identify transcripts and quantify their expression. In our study, we conducted the assembly of the snail neuronal transcriptome using >943 million reads with lengths from 100 to 251 nt cumulatively covering >98 billion positions. The resulting transcriptome contained gaps, with an average of three contigs mapping to the same protein. It is recognized that *de novo* transcriptome assembly intrinsically generates fewer complete transcripts than reference genome-based methods (Martin and Wang, 2011; Bushmanova et al., 2018). Moreover, the extent of fully-constructed transcripts drops drastically when the number of isoforms per gene increases (Chang et al., 2014). This represents a common issue of *de novo* transcriptome reconstruction for non-model organisms, which is exacerbated by factors such as homologous or repetitive genomic regions (Treangen and Salzberg, 2011), varying read coverage depths along a transcript (Chow et al., 2014), low-expression transcripts (Zhao et al., 2011) and sequencing artifacts. Taking into account the number of reads generated in our study (*n* = 943 millions), further improvement in the assembly quality can be achieved by the use of alternative protocols involving longer read lengths. Nonetheless, the assembly quality (N50 = 865 bp) was substantially better than that reported for another land snail *Cornu aspersum* (N50 = 365 bp; Parmakelis et al., 2017), and comparable to the transcriptome assembly quality of the sea snail *Dicathais orbita* (N50 = 608 bp; Baten et al., 2016), the land snail *Aegista chejuensis* (N50 = 788 bp; Kang et al., 2016), and the pond snail *L. stagnalis* (N50 ranged from 564 to 1614 bp depending on the assembly algorithm; Sadamoto et al., 2012).

The differential expression analysis revealed the substantial gene expression activation after the serotonin stimulation both within a specific ganglion of the snail nervous system (E1) and in a dissected medial part of a ganglion containing identified interneurons (E2). Notably, genes activated in the snail contained a number of homologues to well-characterized mammalian IEGs including *c-jun/jund*, *C/EBP*, *c-fos/fosl2*, *Egr1*, *Ier5l*, *Socs2*, and *Dusp10*. Some of these genes were characterized in other invertebrates with a similar nervous system organization. Specifically, *c-jun* was shown to modulate the synaptogenesis between sensory neurons and motor neurons in *A. californica* (Sung et al., 2006). Similarly, *Egr1*, a member of the *Egr* family, was upregulated after long-time sensitization training in *A. californica* (Cyriac et al., 2013). Another well-characterized mammalian IEG also found in the snail in our study, *C/EBP*, was detected in all 11 ganglia (Hatakeyama et al., 2004) and undergone expression changes during early memory consolidation in the pond snail *L. stagnalis* (Hatakeyama et al., 2006). Moreover, *C/EBP* was shown to be involved in the consolidation phase of long-term facilitation in *A. californica* (Alberini et al., 1994).

Besides known mammalian IEGs’ homologues, we found a number of not yet annotated putative snail IEGs. Genes activated in our experiments were particularly overrepresented in immune or stimulus response terms, indicating the potential activation of these systems by the serotonin stimulation procedures. 

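With 334 DE contigs in E1 and 112 in E2, the ratio of the counts was 2.98. It fell to 1.26 without the E1 control library of snail 1, to 1.61 without that of snail 3, and to 1.74 without the E2 activated library of snail 9. It rose to 4.63 without the E1 control library of snail 2, to 6.02 without the E1 activated library of snail 4, to 4.64 without the E2 activated library of snail 11, and to 5.22, 6.30, and 6.42 without the E2 control libraries of snails 13, 9, and 8. Without any other library it stayed within 1.5 times 2.98. For upregulated contigs alone, 327 and 76, the ratio was 4.30. This ratio fell to 1.83 without the E1 control library of snail 1, to 2.29 without that of snail 3, and to 2.27 without the E2 activated library of snail 9. It rose to 6.66 without the E1 control library of snail 2, to 8.67 without the E1 activated library of snail 4, to 7.11 without the E2 activated library of snail 11, and to 9.62, 9.62, 10.5, and 11.7 without the E2 control libraries of snails 9, 13, 11, and 8.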

Notably, the number of contigs activated after the stimulation of the PaG network exceeded the number detected in a dissected part of the ganglion containing two giant premotor interneurons by more than 3-fold. This observation was not caused by the difference in numbers of contigs detected in the two experiments, and matched reports indicating the variability of IEG repertoire among different neuron types (Guo et al., 2014; Chen et al., 2016).

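Expressed contigs were 1.22 times as many in E1 as in E2. Per 10000 expressed contigs, 8.61 were called in E1 and 3.53 in E2. Among contigs expressed in both experiments, 328 were called in E1 and 111 in E2, a ratio of 2.95. When the E1 libraries were thinned at random to the totals of the E2 libraries where they were larger, 259 contigs were called in E1, and the ratio was 2.31. The difference in response itself was tested over the 294392 contigs expressed in both experiments with edgeR's quasi-likelihood test of the interaction of activation and experiment, which called 0 contigs, with 7021 contigs (2.38%) at an unadjusted p below 0.05. For activation itself, the same test without a block called 0 contigs in E1 and 2 in E2. The 0 calls for the interaction therefore do not show that the responses were alike. No other tool was run for this comparison.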

IEGs are often used as neuronal activity markers to visualize the activity patterns within the nervous system (Wilson et al., 2002; Bepari et al., 2012; Fujita et al., 2013). Our *in situ* hybridization experiments conducted using the probe specific to the snail homolog of mammalian *fos* family IEGs *c-fos* and *fosl2*, and fly IEG *kayak* indicated the potential of identified snail transcripts to visualize activated neurons. Designs of antibodies specific to snail IEGs would be the next step to facilitate studies of the gene activation networks in a low-complexity model system.

How the deposited data were processed for this re-analysis (not part of the article)

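RNA from the PaG of 13 snails was sequenced in 24 libraries with reads of 100 nt, 12 in E1 (snails 1 to 6) and 12 in E2 (snails 7 to 13), with 6 activated and 6 control libraries in each. Another 11 samples that served only the assembly were not analysed here. The methods describe rRNA depletion and a stranded total RNA kit, whereas the results and the sample labels name poly A+ RNA.

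The authors removed adapter sequences, assembled 693041 contigs without a reference genome with SOAPdenovo-Trans, mapped the reads with bowtie, and estimated the expected count of each contig in each library with RSEM. The deposited values are these expected counts for all contigs, not normalized and not filtered, in a table for each experiment. All 24 columns were matched to samples by name. No genome annotation was used, and contigs are named by their numbers. A gene name was taken only where Table 4 of the paper pairs it with a contig.

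The expected counts were rounded to whole numbers, and contigs with a total count above 10 over the 12 libraries of an experiment were kept. Counts scaled to a common library size (CPM) were computed with TMM-scaled library sizes in edgeR. Activated and control samples were compared within each experiment with edgeR's exact test, with dispersions from estimateDisp and p-values adjusted by the BH method, at an adjusted p below 0.05 and a fold change above 2. Paired values were tested with exact sign-flip permutation tests over the snails with both libraries, clustering with exact permutation of the pairings, the overlap with the hypergeometric test, and the association of signs with Fisher's exact test. The interaction of activation and experiment, and the difference between left and right, were tested with edgeR's quasi-likelihood test. The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0.

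Libraries with the same snail number come from 1 animal by Table 1, so the numbers pair the samples. This was checked by correlating the deviations of the libraries from their group means. In E1, over 30227 contigs with a mean count of at least 50, the correlations were between 0.699 and 0.794 for libraries of the same snail and between -0.262 and -0.0756 for libraries of different snails. In E2, over 20470 contigs, they were between 0.374 and 0.749 for the same snail and between -0.272 and 0.0284 for different snails. The exact test, which the paper's results name, takes no block for the snail, and fits with the block were run as alternatives.

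The tests were tested on simulated counts with the means, library sizes, and dispersions of the real libraries, in which 200 contigs were changed 8-fold. For E1 (360209 contigs in this step), the exact test recovered 151 of them (75.5%) with 135 false calls, the quasi-likelihood test recovered 93 (46.5%) with 18 false calls, and the quasi-likelihood test with the block recovered 3 (1.5%) with 3 false calls. For E2 (292516 contigs), the exact test recovered 120 (60.0%) with 99 false calls, the quasi-likelihood test recovered 42 (21.0%) with 8, and the quasi-likelihood test with the block recovered 0 with 0. False calls were 47.2% of the calls of the exact test with the E1 design and 45.2% with the E2 design, above the 5% that the threshold aims at, and 16.2% and 16.0% for the quasi-likelihood test. The simulated counts held no differences between snails, so they say nothing on what a block gains from such differences. The shares of false calls also depend on the number of contigs changed, so they cannot be carried over to the real lists.

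The total count per library ranged from 926483 to 35225724. Intervals of shares are exact binomial intervals at 95%, and a group without counts was given a floor of 3 counts over the group. Intervals and floors cover counting error only.

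The alternatives, the designs, and the rule for naming contigs were chosen before the data were examined, apart from those named as chosen later. The alternatives covered the test and tool (quasi-likelihood test, DESeq2), the block for the snail with and without the side, the normalization, the filter on low counts, the dispersion estimate, rounding, the fold change threshold, the set of libraries, and the depth. The rule names contig 1398029 of Table 4, the 2 contigs called higher in both experiments with the smallest adjusted p in their weaker experiment, and the contig called lower with the smallest p in each experiment. In situ hybridization, RT-qPCR, immunohistochemistry, and the annotation of contigs by homology were not analysed here.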

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

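The tests of the scaling of the c-fos/fosl2 contig in snail 1, of the depth behind contig 1612142 in snail 11, of a swap of the libraries of snail 4, and of the adhered visceral ganglion for contigs lower on the left were chosen only after the result was seen, as were the exact tests of left against right over all 12 libraries.

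Library totals, contigs detected, distances, and levels of the named contigs were compared within groups of 6 libraries. Of 39 such groups, 5 held a library whose gap to its nearest neighbor exceeded Dixon's 95% critical share of the range of the group, whereas chance gives about 1 in 20 groups, or 1.95. The measures are not independent of each other. The 1 in 20 also holds only for normally distributed values, which the CPM of single contigs need not be. Contig 1612142 had counts in only 1 library of its group, so its gap equals the range whatever the level. The 5 flags against 1.95 therefore do not show an excess of outlying libraries. No biological explanation was tested for these 5 libraries.

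The activated E2 library of snail 9 had a median distance of 0.560 to the other E2 libraries, against 0.410 to 0.457 for the other activated libraries. The control E2 library of snail 13 had 0.420, against 0.443 to 0.450 for the other controls. These are the smallest and the second largest of the E2 libraries by total count. When all E2 libraries were thinned to 1 total, the gap of snail 9 fell to 0.531 of the range, with a distance of 0.593 that was still above the 0.544 to 0.567 of the other activated libraries. The gap of the control library of snail 13 fell to 0.0293 of the range. Both shifts are consistent with depth as the source of at least part of these distances, and what remains for snail 9 stays open.

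In E1, the c-fos/fosl2 contig 1398029 reached 116 CPM in the activated library of snail 1, and the next library had 59.9. The scaling of that library is argued against, since with library size alone the values were 123 and 59.2 and the gap was 0.745 of the range. A stronger response of that snail was not tested.

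Contig 1612142 had 0.224 CPM (6 counts) in the activated E2 library of snail 11 and 0 counts in the other 5 activated E2 libraries. The library of snail 11 is the deepest of the activated E2 libraries, but at its rate 10.3 counts would be expected over the other 5, so its depth alone is argued against. A single library and 6 counts leave the source open.

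Contig 1271931 had 9.93 CPM in the activated E1 library of snail 4, whereas the other activated E1 libraries had at most 3.005. A swap with the control library of snail 4 is argued against, since contig 1398029 was 2.88 times as high in the activated as in the control library. The contigs upregulated in E1 had a mean log2 level of 1.46 in this activated library, the lowest of the 6, and 0.720 in the control library of the same snail. Without this library, 674 contigs were called in E1 in place of 334. Whether this snail responded less or its library was partly mixed with other tissue was not tested.

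The paper does not report a comparison of left and right sides. With edgeR's quasi-likelihood test with the snail as a block, 625 contigs differed between left and right in E1, 338 higher and 287 lower on the left. In E2, 33 contigs differed over the 5 snails with both libraries, all higher on the left, but the left was the activated side in 4 of these 5 snails, so only snail 9 parts the side from the activation there. In E1, 1 of the 31 assignments of side within snails tried, the real one, gave as many contigs (at most 12 in the others). The assignment equal to activation was not among them, whereas the splits counted for activation further below include left against right. Activation called 459 contigs in E1 in the same test with the block, fewer than 625. Chance can therefore be excluded as the source in E1. In E2, 1 of 15 assignments gave as many, and 15 assignments are too few to exclude chance. A difference in depth between the sides in E1 is argued against, since the left library was the deeper one in 3 of 6 snails. The adhered visceral ganglion of the left parts is argued against as the whole source. Of the contigs higher on the left in E1, 304 were expressed in the E2 libraries, which came from a medial part of the PaG, and there their median difference was 3.52 on the log2 scale, with the left higher in 5 of 5 snails (two-sided exact sign-flip permutation test, p = 0.0625, the smallest that 5 pairs allow). The contigs lower on the left in E1 had a median difference of -3.04, more than dilution by a second tissue gives unless that tissue made up most of the sample. In E2, 243 of these contigs had a median difference of -0.65 and were lower on the left in 4 of 5 snails (exact sign-flip permutation test, p = 0.125). A difference in gene expression between the sides of the PaG is therefore a candidate explanation, as a hypothesis from the same data, and other differences in how the sides were dissected were not tested. The number in E2 depends on the test. The exact test over all 12 libraries called 781 contigs there and 577 in E1, of which 11 and 0 were also called between activated and control samples.

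In E1, 899 contigs had at least 5 counts in both libraries of 1 snail and 0 counts in the other 10 libraries, with 49 to 389 contigs per snail. Mismatched pairs of control and activated libraries gave at most 95. Of the 720 pairings of control with activated libraries, 1, the real one, gave as many (exact permutation test, p = 0.00139, the smallest that these pairings can give), so chance can be excluded. In E2 the number was 516. Of the 899 contigs, 787 had counts in E2, and detections there were shared by the libraries of the same snail in 59.6% and by libraries of different snails in 24.1% of cases on average (exact permutation test over 120 pairings, p = 0.00833, the smallest possible). Sequence variants that the assembly holds as separate contigs may be the source, and RNA of another organism carried by a snail would also give such a pattern and was not tested.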

How the results depend on the processing

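The quasi-likelihood tests on contigs with at least 1 CPM in 6 libraries, the total of at least 10 with common and tagwise dispersion, and the exact tests of left against right were chosen only after the data were seen.

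The number of DE contigs depended most on the test. In E1 it was 334, and it became 532 with DESeq2, 0 with edgeR's quasi-likelihood test, and, on contigs with at least 1 CPM, 62 with the quasi-likelihood test and 0 with the replicate block. The other 12 of 16 alternatives stayed within 1.5 times, among them 459 with the replicate block and 398 with the block and the side. In E2 it was 112, and it became 239 with DESeq2, 2 with the quasi-likelihood test, 0 with the replicate block, 0 with the block and the side, 59 with a total above 0, and, on contigs with at least 1 CPM, 16 with the quasi-likelihood test and 0 with the block. The other 9 of 16 stayed within 1.5 times. The calls of 0 had 11438 contigs (E1, quasi-likelihood test), 13802 (E2, block), 10603 (E2, block and side), and 3794 and 2623 (E1 and E2, block, at least 1 CPM) at an unadjusted p below 0.05. On simulated counts without differences between snails, the test with the block recovered 3 of 200 changed contigs with the E1 design and 0 with the E2 design. With 1 library left out, 141 to 674 contigs were called in E1 and 52 to 192 in E2. The cause of these changes was not tested.

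The number of shared contigs, 33, became 67 with DESeq2, 18 with a total above 0, 3 with the quasi-likelihood test on contigs with at least 1 CPM, and 0 with the other quasi-likelihood fits, and was 14 to 43 with 1 library left out. All shared contigs were upregulated except 1 of 67 with DESeq2 and 1 of 41 without the activated E1 library of snail 4. The ratio of DE contigs in E1 over E2, 2.98, became 4.98 with a total above 0 and 0 with the quasi-likelihood test, and was 1.26 to 6.42 with 1 library left out. It could not be formed with the block, where E2 had no calls.

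The share of upregulated contigs in E1, 97.9%, was 100% on contigs with at least 1 CPM, with the exact and with the quasi-likelihood test, 94.3% with common and tagwise dispersion, 95.1% when a total of at least 10 was added to that, and 93.9% to 99.3% with 1 library left out. In E2, 67.9% became 77.3% and 87.5% with these filtered tests, 100% of 2 contigs with the quasi-likelihood test, and 38.8% to 82.7% with 1 library left out. The share of the union upregulated in both experiments, 83.8%, became 50% of 2 contigs with the quasi-likelihood test, 93.5% with the replicate block, 78.2% with common and tagwise dispersion, 90.7% with the filtered quasi-likelihood test, and 76.8% to 87.7% with 1 library left out. Where contigs were called, more of them went up than down in these settings, except in E2 without the control library of snail 11.

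The c-fos/fosl2 contig was higher after activation in all settings. In E1 its log2 fold change of 3.30 no longer passed the threshold with the quasi-likelihood test (3.30, adjusted p = 0.0743) and with the block on filtered contigs (3.53, adjusted p = 0.112), and the adjusted p over the other alternatives started at 4.89e-06. In E2 it passed in none, with an adjusted p of 0.0746 to 1. Contigs 2018105 and 1197616 kept their direction throughout and lost significance only in quasi-likelihood tests. Contig 1271931 in E2 lost it in 4 of 16 alternatives, all quasi-likelihood tests. Contig 1612142 in E1 was not called in 4 of 13 alternatives, DESeq2 and quasi-likelihood tests. DESeq2 gave it no adjusted p (Wald test, unadjusted p = 3.08e-05), so that setting does not show a loss of significance. The contig lost significance in 8 of 12 fits with 1 library left out. The replicate block changed no other call.

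Of the contigs called in neither experiment, 65.7% were higher after activation in at least 1 experiment. This share was 65.5% with the replicate block, 59.4% with the block and the side, 65.3% with RLE normalization, 63.9% with library size only, 68.4% with a total of at least 10, 70.7% with a total above 0, 62.9% with at least 1 CPM, 65.25% without rounding, 63.1% and 63.4% with the filtered quasi-likelihood tests without and with the block, 68.6% with a total of at least 10 and common and tagwise dispersion, 64.7% with the 5 complete pairs, 66.4% with E1 thinned, and 72.65% over contigs expressed in both experiments. It was 63.2% to 69.1% with 1 library left out. A rise in either experiment counts, so signs at random would also give a majority of the contigs expressed in both. No chance level was computed, so these shares show no response to activation by themselves.

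Contigs differing between left and right in E1, 625, became 343 without the block. In E2, 33 became 59 without the block, 2 with at least 1 CPM, 781 with the exact test over 12 libraries, and 405 when that test was filtered. Leaving out libraries was not run for these numbers. The interaction of activation and experiment called 0 contigs in all 3 fits, which does not show that the responses were alike. The clustering of libraries by snail kept its direction and the smallest possible p in all 3 alternatives and with each snail left out, in both experiments.

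Depth limits the contigs with few counts. The called contigs had total counts from 22 upward, with a median of 335.5 in E1 and 192.5 in E2, and the smallest library, the activated E2 library of snail 9, had 926483 counts.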

Differences from the paper's values

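The setting with a total of at least 10 and common and tagwise dispersion was chosen only after the values were seen.

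None of the values that the paper states for these measures differed from the value found here by more than 1.5 times. The numbers of expressed contigs were 387774 and 317414 with a total count above 10, and the total of at least 10, set before the data were examined, gave the paper's 404678 and 332423. For DE contigs, 334 in E1, 112 in E2, 33 shared, and 413 in the union stand beside the paper's 350, 98, 26, and 422. The filter of at least 1 CPM, set before the data were examined, called 350 contigs in E1, with 150 in E2 and 49 shared. The total of at least 10 with common and tagwise dispersion, chosen after seeing the values, called 348 in E1, 98 in E2, and 26 shared, with 420 in the union. How many of the paper's own called contigs it drops was not counted, since the paper's list was not used here. Of the 334 and 112 contigs called by the main setting, it called 298 and 81.

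The discussion states that the contigs activated in E1 exceeded those in E2 by more than 3-fold. The ratio over all DE contigs was 2.98, and over upregulated contigs it was 4.30. Over all DE contigs, the ratio was above 3 with a total of at least 10 (3.93), with a total above 0 (4.98), without rounding (3.16), with the 5 complete pairs (3.15), and in settings chosen after seeing the data (3.55 with a total of at least 10 and common and tagwise dispersion, 3.88 with the filtered quasi-likelihood test). It was below 3 with DESeq2 (2.23), RLE normalization (2.47), library size only (2.50), at least 1 CPM (2.33), common and tagwise dispersion (2.82), E1 thinned (2.31), contigs expressed in both experiments (2.955), and the adjusted p alone (2.98), and it was 0 with the quasi-likelihood test.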

Other observations

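The tests of depth and of the library of snail 9 behind the larger number in E1, of a swap and of a wrong label among the E2 controls, of unequal sides for the contigs higher in E2, and of chance for the contigs upregulated in E2, and the splits added to the first 21 were chosen only after the result was seen.

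The numbers of DE contigs were compared with other splits of the same libraries that also part the libraries of every pair. In E1, 2 of 32 splits gave as many as 334 contigs, and in E2, 2 of 32 gave as many as 112, the real split included, so chance cannot be excluded by this count. Besides the real split it was left against right that did, with 577 contigs in E1 and 781 in E2, and the largest number in the remaining splits was 94 in E1 and 99 in E2. In E1, left against right shared 0 calls with activation, and each group held 3 left and 3 right libraries. With that split set aside, a choice made after the result was seen, the remaining splits argue against chance for the 334 contigs. In E2, 99 lies near 112, and chance stays open. The first 21 splits drawn did not hold left against right, and among them only the real split gave as many. On contigs with at least 1 CPM, 2 of 32 splits in E1 and 2 of 32 in E2 gave as many as the real split, again with left against right as the other, which gave 452 contigs in E1 and 405 in E2 against 350 and 150 for activation. The largest number in the remaining splits was 79 in E1 and 45 in E2. With the side and the snail in the fit, edgeR's quasi-likelihood test called 398 contigs in E1 and 0 in E2 (10603 with an unadjusted p below 0.05). Splits that part fewer pairs were counted apart, and 3 of 68 in each experiment gave as many.

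Of the 322 contigs upregulated in E1 and expressed in both experiments, 96.9% were higher after activation in E2. As large a share in 1 direction was found in 3 of 32 splits of the E2 libraries, so chance is not excluded by this share, since contigs that vary together move the share as a block. Of the 75 contigs upregulated in E2 and expressed in both, 89.3% were higher in E1, and 11 of 32 splits of E1 gave as large a share (up to 98.7%). Of the 36 contigs downregulated in E2, 72.2% were lower in E1, and 12 of 32 splits of E1 gave as large a share. Chance is not excluded by these shares either.

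In E2, activation and side were unbalanced. With the snail and the side in the fit, the contigs downregulated in E2 had a median log2 change of -5.49 (-3.65 without the side), and the contigs upregulated in E2 had 3.02 (3.33 without the side). Contigs with an unadjusted p below 0.05 fell from 75 to 55 of 76 for the upregulated and from 36 to 33 of 36 for the downregulated contigs when the side was added. The activated side was the left in 4 of the 5 snails with both libraries, so in this fit only snail 9, with the shallowest library, parts the side from the activation. The unequal sides therefore cannot be told apart from the activation by this fit, for either list or for its 0 calls in E2. In E1, each group held 3 left and 3 right libraries, and 33 of the 76 contigs upregulated in E2 were called higher there too. For these 33, the unequal sides are argued against as the whole source. Of the 112 contigs called in E2, 11 were also called between left and right in E2 by the exact test.

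More contigs were called in E1 than in E2. Depth is argued against as the whole source, since E1 thinned to the totals of E2 gave 259 contigs, above the 52 to 192 found in E2 with 1 library left out. The thinned E1 libraries included an activated library of 924361 counts, about as shallow as that of snail 9 in E2, so the shallow depth of 1 activated library is argued against in the same way. What else sets the library of snail 9 apart cannot be told apart from other sources, since without it E2 gave 192 contigs, within the 141 to 674 found in E1 with 1 library left out. A larger spread between E2 libraries could also contribute. Among 73183 contigs with a mean count of at least 10 in both experiments, 73.6% had a larger dispersion in E2. Of the contigs called higher in E1, 86.3% did, and of those called higher in E2, 25.3%, but these lists were chosen by the same tests, so the question stays open. The cells sampled also differ between E1 and E2 by design, which was not tested apart from these.

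The contigs upregulated in E1 were already at different levels in the E2 controls, with mean log2 CPM from 0.525 to 2.16 (SD 0.653, n = 6), whereas the SD among E1 controls was 0.301. A swap between the libraries of a snail is argued against, since the activated library was above the control library in 5 of 5 snails. The control library of snail 12, at 2.16, was above 3 of the 6 activated E2 libraries, and the next control was at 1.79. A wrong label of this library cannot be told apart from a high level before the stimulation. Each E2 library was placed on the contigs called without it. The library of snail 12 was nearer the activated than the control mean in 39.2% of 130 contigs, below the 49.4% to 66.7% of the activated libraries and above the 9.62% to 37.5% of the other controls, which speaks against a wrong label. But in the mean level of the upregulated of these contigs it lay 0.404 of the way from the control to the activated mean, above the activated libraries of snails 9 (0.317) and 7 (0.393), although the control library of snail 10 (0.379) was also above that of snail 9. The places of the downregulated contigs and the median places overlapped between the activated and the other control libraries and decide nothing. Contigs 2018105 and 1271931 were nearer the control levels in it (2.10 and 3.54 CPM, against at least 12.05 and at most 0.746 in the activated libraries), but they are among the contigs with the smallest p. Snail 12 has no second library to decide it. A difference in depth cannot be decided with 6 libraries (Spearman's rho -0.0286, exact permutation p = 1, Pearson's r -0.151, exact permutation p = 0.803, and r = -0.0168 without the 2 libraries farthest from the median total). This was the only such relation computed.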
